A study of Mus musculus with 10 samples.

How the data were processed

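The series measured messenger RNA in the soft tissue of the cochlea, the hearing part of the inner ear, of female mice on postnatal day 1. Per the labels, the tissue of both ears of an animal was combined, so each of the 10 libraries stands for 1 animal. Per the labels' protocols, total RNA was extracted with a column kit, polyadenylated RNA was enriched, and the libraries were read on an Illumina instrument as paired reads of 150 bp. The labels place 5 libraries in a control genotype, with both copies of Esrrg flanked by loxP sites, and 5 in a conditional knockout genotype (cKO), which carries Sox10-Cre in addition. Cre is a recombinase that removes DNA between loxP sites, here in cells that use regulatory sequence of Sox10. Replicate numbers were taken from the sample titles, and each column was matched to its library through the library name in the labels.

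The authors deposited a table of whole-number counts per Ensembl gene and a table of FPKM values (fragments per kilobase of gene length, scaled to a library total of 1000000). The aligner, the counting program, their versions, the genome build, the annotation and the use of strand are not stated in the labels or the file headers. Both deposited tables held the same 54532 genes, with no cell at 0 in only one of the tables and no row without a gene ID. The deposited FPKM values equalled the deposited counts divided by 1 length per gene and by 1 factor per library. Divided by the library total and taken relative to their median over the libraries, these factors lay between 0.969 and 1.03. The lengths implied by the ratio of counts to FPKM were compared with the merged exon length in GENCODE release M21. M21 is an annotation of the mouse build GRCm38. After 1 scale factor common to all genes, the lengths matched within 0.1% for 95.3% of the 13928 genes with at least 50 counts in every library. Gene symbols, positions, biotypes and exon overlaps were therefore taken from that annotation, on GRCm38 and counted from 1. It held 54495 of the 54532 gene IDs, and the other 37 IDs took 0.00763% of all counts. Because the use of strand is not stated, a gene reported with a fold change whose exons overlap those of another gene is named as such.

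The deposited counts were the input of the tests. Genes were kept by edgeR's filterByExpr with its default minimum of 10 counts, which left 17937 genes holding at least 99.9% of the counts of every library. Library totals were scaled by TMM factors, and counts scaled to a library total of 1000000 (CPM) were computed from them. Genotypes were compared gene by gene with edgeR's quasi-likelihood F-test, with robust estimation and the genotype as the only term, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes. A gene was called at an adjusted p under 0.05. Fold changes are log2 values of the libraries labelled cKO against the control libraries, and their standard errors (SE) were derived from the F statistic. Esrrg was also compared by an exact two-sided permutation test over all 252 assignments of 5 libraries against 5. The between-genotype share of squared distance among libraries was computed on log2 CPM (prior count 2) of the 500 most variable tested genes and tested over all 126 splits of the libraries.

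Lists of genes were tested with limma's camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists that had at least 5 tested genes. Of 22 lists written before the data were examined, 5 describe functions, 13 cell types and 4 technical or physiological states, and 21 had enough tested genes. The limma test fry and camera with an estimated correlation were run beside it. Calls within 1 Mb of Esrrg and of Sox10 were counted, since deletion at the first locus or a transgene made from the second could change neighbouring genes. The named genes were set by a rule: Esrrg; members of the function lists at an adjusted p under 0.05; and in each direction up to 8 genes with the smallest adjusted p among the calls with a symbol and no overlap in CPM between genotypes. Genes named outside that rule are said to have been chosen after their values were seen; that choice was also revised after their values and their dependence on the processing were seen, with some genes dropped and others added. Beside the fixed lists, a list of oligodendrocyte lineage genes and one of astrocyte genes were written after lower brain genes had been seen, and another, of other sensory ganglia, was dropped untested.

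Before the data were examined, the rule, the tests and these alternatives were fixed: DESeq2 size factors and upper-quartile factors; no filter on low counts; at least 1 CPM in 5 libraries; DESeq2; limma-voom with quality weights; no robust estimation; the replicate number as a block; 1 surrogate variable from sva; limma on log2(FPKM + 1) and log2(FPKM + 0.1); adjusted p thresholds of 0.1 and 0.01; an absolute log2 fold change of at least 1; distances of 0.5 and 2 Mb; the other list tests; and leaving out each library in turn. An offset for GC content and gene length, computed per library by loess, was added after the data were seen. The offset used values for 99.9% of tested genes.

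The tests across genes, except the fits with another filter, were tested on simulated counts drawn from the real means and library sizes, with 200 of 17937 genes changed by known factors. In that test edgeR recovered 82.5% of the changed genes and 91.8% of those changed by at least 1 log2 unit, with 4 false calls. DESeq2 recovered 85.5% with 24 false calls. Simulated libraries with no change gave 0 edgeR calls. Genes and libraries were drawn independently there, so no simulated library deviated as a whole. These rates therefore need not hold for the real libraries.

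The libraries held 33.5 to 41.8 M counts (M, mega), so a gene at 1 CPM rests on few counts. Counting error alone is covered by such depths, since no molecular identifiers are described and copies made by PCR count more than once. Pairs of libraries within a genotype were compared by a chi-square test over genes with at least 20 counts. The statistic per degree of freedom lay between 8.79 and 114 over the 20 pairs, far above sampling noise, and every library was treated as a separate replicate. Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Exon-level reads were not analysed here, so the deletion within Esrrg was not measured.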

Results

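Cochlear RNA was compared between female mice whose Esrrg gene was flanked by loxP sites (control) and mice that carried Sox10-Cre in addition (conditional knockout, cKO). Esrrg encodes the estrogen-related receptor gamma, a nuclear receptor. Sox10 is active in the otic epithelium, glia and melanocytes, and the series describes the deletion as one of the inner ear. Each genotype had 5 libraries, and each library held the soft tissue of both cochleae of 1 animal on postnatal day 1. The total per library was 37.4 ± 2.76 M counts (M, mega) in the control group and 37.1 ± 2.64 M in the cKO group (SD, n = 5 each), and 24160 to 26064 genes had at least 1 count. Xist, which is transcribed from the inactive X chromosome, had 20125 to 61015 counts in every library, and the genes of the Y chromosome on the fixed list had 0 counts except for 3 in cKO 1 and 1 in cKO 2. Correlations of log2 CPM between libraries, across genes, lay between 0.967 and 0.991.

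The first question was whether Esrrg itself differed between the genotypes. Esrrg (ENSMUSG00000026610; GRCm38 chromosome 1, 187608791 to 188214885, plus strand) was higher in the libraries labelled cKO. Control libraries 1 to 5 held 2404, 1725, 2099, 2336 and 2414 counts. The libraries labelled cKO held 3632, 3359, 3146, 2768 and 3477 counts in the same order. This corresponded to 58.4 ± 6.34 CPM in controls and 89.8 ± 15.2 CPM in the libraries labelled cKO (SD, n = 5 each), a log2 fold change of 0.62 (SE 0.117) with an edgeR adjusted p of 0.0259. No library of one genotype overlapped the other, and the exact two-sided permutation test gave p = 0.00794, the smallest value the design allows. The gene-level count covers all exons, so it does not show whether an exon was removed. The log2 fold change was lowest with limma-voom, at 0.50. With 1 library left out the adjusted p rose above 0.05 in 7 of 10 edgeR fits, up to 0.0992 without cKO 2, while the log2 fold change stayed between 0.54 and 0.70. Since the targeted gene went against the genotype label, the second group is called the libraries labelled cKO throughout, and each direction given here depends on that label.

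**Figure D1:**
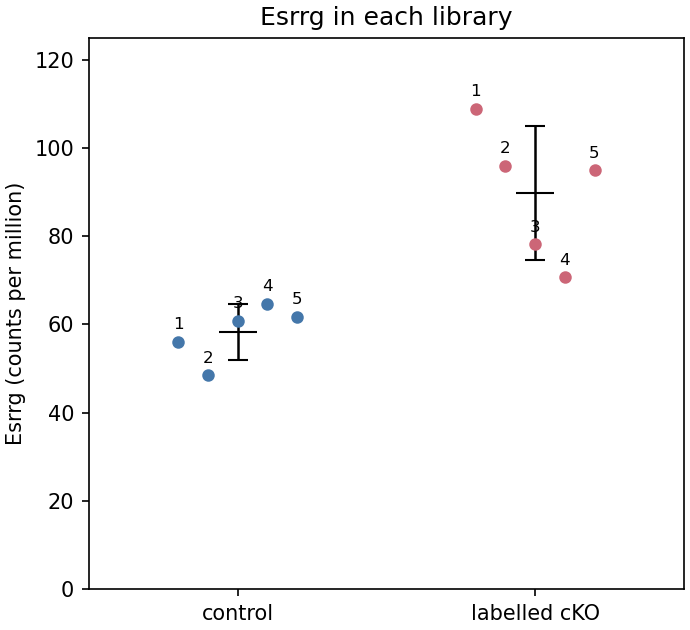
Esrrg in CPM (vertical axis, from 0) in the 5 control libraries and the 5 libraries labelled cKO; points are libraries with their replicate numbers, and bars give mean and SD. All libraries labelled cKO lie above all controls, with means of 89.8 against 58.4 CPM.

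Of the paralogues of Esrrg, chosen after their values were seen, Esrra had a log2 fold change of -0.06 (SE 0.0972) and Esrrb one of 0.24 (SE 0.118), with edgeR adjusted p of 0.870 and 0.536. The direction for Esrra, whose exons overlap those of other genes, was opposite with limma-voom, where the log2 fold change was 0.04. The fixed list of 6 estrogen receptors and estrogen-related receptors, which leaves out Esrrg, had a median log2 fold change of 0.02 and 0 calls, with 1 gene at an unadjusted p under 0.05.

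The next comparison asked how many genes differed. Of 17937 genes tested, 98 were lower and 13 were higher in the libraries labelled cKO at an edgeR adjusted p under 0.05. Among these 111 genes, 108 showed no overlap in CPM between genotypes. Over all tested genes 510 showed none, which is 2.84% against the 0.794% that chance gives. The lower genes had a median log2 fold change of -0.90 (range -2.75 to -0.41), and the higher genes one of 1.09 (range 0.62 to 3.32). A change of at least 1 log2 unit was found for 37 lower and 8 higher genes. The median log2 fold change of all tested genes was -0.01, and the biological coefficient of variation was 16.1%. The count of lower genes moved most with limma-voom, which called 290 lower and 50 higher genes and shared 110 of the 111 calls, and the count of higher genes moved most with 1 surrogate variable, to 59. Leaving out control 2 raised the calls to 178 lower and 19 higher, and leaving out control 3 reduced them to 44 lower and 8 higher. In none of the 10 fits with 1 library left out did any of the 111 genes change sign.

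**Figure D2:**
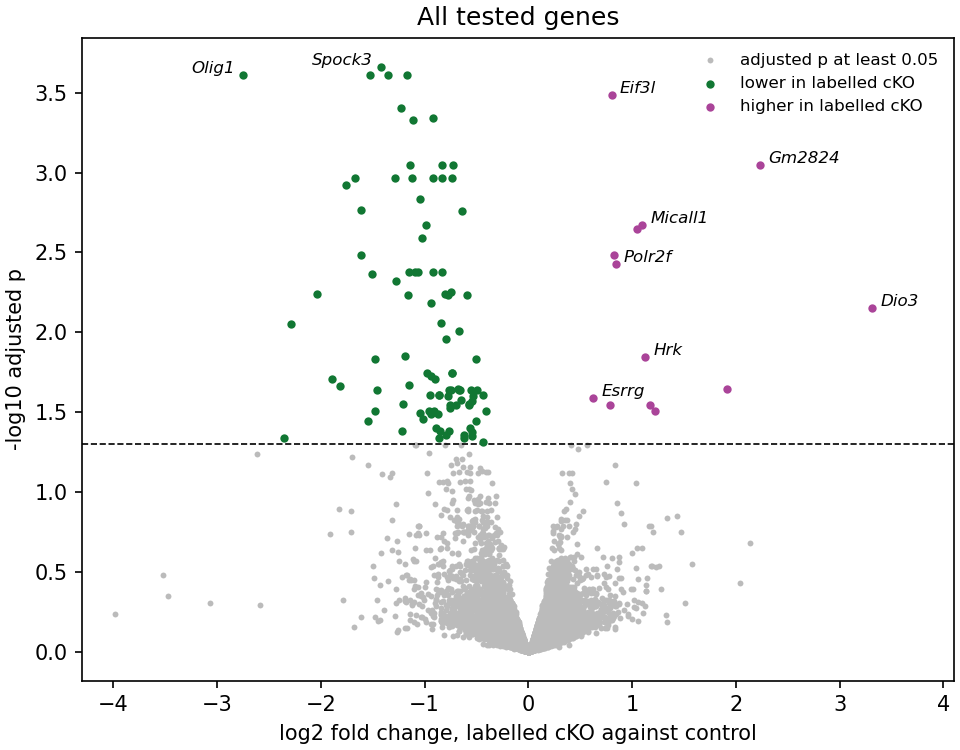
Each point is 1 of 17937 tested genes, with the log2 fold change of the libraries labelled cKO against control on the horizontal axis and -log10 of the edgeR adjusted p on the vertical axis; the dashed line marks an adjusted p of 0.05. The 98 lower genes and the 13 higher genes lie above the line.

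The 8 lower genes named by the rule each fell by at least 0.92 on the log2 scale. Spock3 (ENSMUSG00000054162; chromosome 8, 62951009 to 63357103) went from 283 ± 34.0 to 106 ± 17.7 CPM, a log2 fold change of -1.42 (SE 0.120) with an edgeR adjusted p of 0.000218. Olig1 (ENSMUSG00000046160; chromosome 16, 91269772 to 91271933) changed most, from 7.19 ± 1.59 to 1.06 ± 0.490 CPM, a log2 fold change of -2.75 (SE 0.267) with an adjusted p of 0.000246. It rests on 209 to 338 counts per control library and 24 to 73 counts per library labelled cKO. Log2 fold changes were -1.53 for Arpp21, -1.35 for Stac2, -1.17 for Aldh1a3, -1.23 for Ppp1r14c, -0.92 for Serpini1 and -1.11 for Syt7, all with adjusted p of at most 0.000468. Exons of Olig1, Arpp21, Ppp1r14c and Syt7 overlap those of a gene on the opposite strand, and reads of the overlapping pair could not be separated without a stated use of strand.

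Among the 8 higher genes named by the rule, Eif3l (ENSMUSG00000033047; chromosome 15, 79075179 to 79094405) had the smallest adjusted p, 0.000326, with 166 ± 18.5 CPM in controls and 289 ± 6.44 CPM in the libraries labelled cKO and a log2 fold change of 0.80 (SE 0.0810). Micall1 had a log2 fold change of 1.09 and Polr2f one of 0.84. The values were 2.23 for the long noncoding RNA Gm2824, 1.05 for Tmem132d, 0.82 for Cdh13, 3.32 for Dio3 and 1.12 for Hrk, with edgeR adjusted p between 0.000326 and 0.0143 for all 8 genes. Dio3 and Gm2824 are low: Dio3 had 0 to 14 counts per control library and 39 to 52 per library labelled cKO, and Gm2824 had 9 to 18 and 44 to 87. For Hrk, the adjusted p was 0.0715 without control 3. The log2 fold change of Dio3 ran from 2.97 to 4.28 over the 10 fits with 1 library left out, and its call held in all of them.

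**Figure D3:**
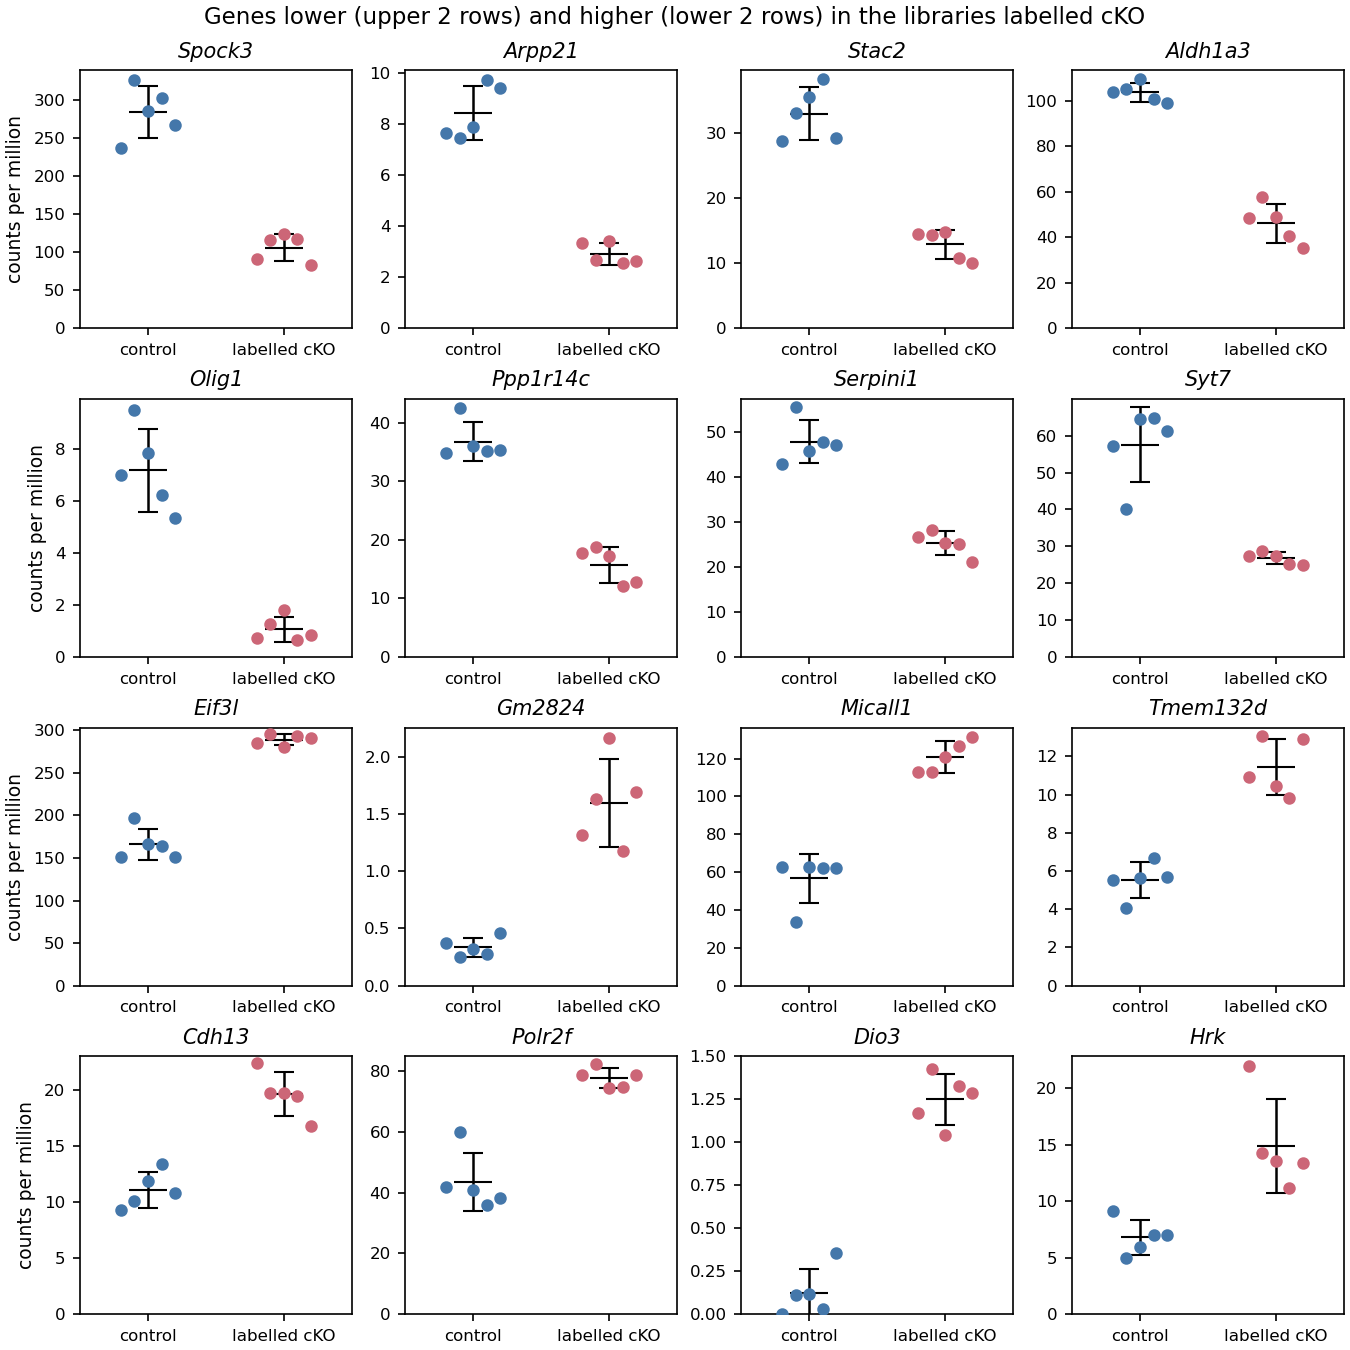
CPM (vertical axes, each from 0) of the 8 lower and 8 higher genes of the rule in the 5 control libraries and the 5 libraries labelled cKO; points are libraries, bars give mean and SD. No gene shows overlap between genotypes, for example Spock3 at 283 against 106 CPM and Eif3l at 166 against 289 CPM on average.

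Members of the 5 function lists were compared next, since energy metabolism and ion transport are known fields of estrogen-related receptors. Only 2 members were called over all genes tested. Fabp3 had a log2 fold change of -1.05 (SE 0.206) with an edgeR adjusted p of 0.0320, and this rose above 0.05 in 7 of the 10 fits with 1 library left out, up to 0.116 without cKO 5. Aqp4 went from 6.21 ± 1.54 to 2.02 ± 0.647 CPM, a log2 fold change of -1.61 (SE 0.227) with an adjusted p of 0.00330. Exons of Fabp3 overlap those of 2 genes on the opposite strand.

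Whether the libraries separated by genotype at all was tested on the distances among them. Genotype took 15.9% of the squared distance over the 500 most variable genes, with an exact permutation p of 0.00794 over 126 splits, the smallest possible. Any split takes some share by construction, and more with fewer libraries, so the share is not the part due to genotype alone. The share moved most without control 5, to 19.4%, and the exact permutation p was highest, 0.119, without cKO 5. The first principal component held 25.6% of the variance and set control 2 at -29.0 apart from the other controls, between -4.11 and 5.70, so the leading direction was not the genotype.

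Of 21 gene lists tested, camera called 6 as lower and 3 as higher in the libraries labelled cKO at an adjusted p under 0.05. Under fry, and under camera with an estimated correlation, the brain list alone held, with adjusted p of 0.000226 and 0.0348. The brain list had 12 tested genes, 7 lower and 5 higher, and a median log2 fold change of -0.05, which was -0.17 without cKO 2 and -0.018 without cKO 3. It had 4 calls over all genes tested, Olig1, Olig2, Aqp4 and Cbln1, and 5 adjusted over the list alone. Olig2 and Cbln1, named after their values were seen, had log2 fold changes of -2.04 (SE 0.310) and -0.89 (SE 0.180). The call of Cbln1 was lost in 8 of the 10 fits with 1 library left out, with an adjusted p of up to 0.114 without cKO 4.

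Among the other camera calls, all 76 nuclear genes of oxidative phosphorylation were lower, with a median log2 fold change of -0.28 and a camera adjusted p of 1.97e-18, but the fry adjusted p was 0.311, 0 members were called either over all genes or adjusted over the list alone, and 36 had an unadjusted p under 0.05. Without control 2 the median of this list was -0.14. The spiral ganglion neuron list had a median of -0.25, with 19 of 23 members lower, 3 calls over all genes tested, among them Elavl4 and Slc17a7, and 6 adjusted over the list alone. The list of Schwann cells and satellite glia had a median of -0.37, with 13 of 15 members lower, 0 calls over all genes tested, 6 adjusted over the list alone and 7 at an unadjusted p under 0.05. The median was -0.20 for the 25 proliferation genes, all lower, with -0.34 without cKO 4 and -0.095 without cKO 5. It was -0.49 for 11 erythroid genes, with -0.24 without control 5 and -0.25 without cKO 4. They were 0.15 for 13 genes of melanocytes and intermediate cells, 0.17 for 16 genes of marginal cells of the stria vascularis, and 0.13 for 34 genes of potassium and endolymph transport. Without control 2 or without control 5, the last of these lists and the marginal cell list were no longer called by camera, and the melanocyte list was no longer called without control 5. The proliferation and melanocyte lists had 0 calls over all genes tested and 0 adjusted over the list alone, with 2 and 1 genes at an unadjusted p under 0.05. The erythroid list had 1 call (Tfrc) by either adjustment, the potassium list 1 call (Aqp4) by either adjustment, and the marginal cell list 1 call (Sgpp2) over all genes and 2 adjusted over the list alone. Aqp4 and Sgpp2 were lower, against the direction of their lists.

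The other 12 lists had camera adjusted p of at least 0.0538 and medians between -0.16 (cartilage and bone) and 0.14 (macrophages); without control 3 the medians of these 2 lists were -0.0048 and 0.046. Among these 12 lists, the calls over all genes tested were Fabp3 in the list of the citric acid cycle and fatty acid oxidation, Fgf10 in the list of supporting and prosensory cells, and Pvalb in the hair cell list. Adjusted over the list alone, there were 5 calls in the supporting cell list, 3 in the immediate early list, 2 in the macrophage list and 1 each in the hair cell, fatty acid oxidation and skeletal muscle lists.

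Several genes known from neurons were named after their values were seen. Calb2 went from 93.1 ± 26.3 to 29.1 ± 7.72 CPM, a log2 fold change of -1.67 (SE 0.202) with an edgeR adjusted p of 0.00108. Log2 fold changes were -1.13 for Slc17a7, -0.74 for Elavl4 and -1.21 for Pvalb. The adjusted p of Pvalb was 0.0282, and its call was lost in 8 of the 10 fits with 1 library left out, up to 0.128 without control 2. Genes from other lists, chosen in the same way, were Tfrc at -0.73, Sgpp2 at -0.92 and Fgf10 at -0.51; exons of Sgpp2 and Fgf10 overlap those of another gene. The call of Fgf10 was lost in 6 of those fits, with an adjusted p of up to 0.117 without control 3.

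The last comparison asked whether genes beside the floxed locus or beside Sox10 differed. Within 1 Mb of Esrrg, 9 genes were tested and 0 were called, with 0 at an unadjusted p under 0.05. Within 1 Mb of Sox10, 64 genes were tested and 4 were called, and 12 had an unadjusted p under 0.05 where the share among all tested genes, 9.65%, gives 6.18. Eif3l, Micall1 and Polr2f were higher in the libraries labelled cKO, and Pvalb was lower. The 3 higher genes, with 1700088E04Rik, follow one another from 79075179 to 79151774 on chromosome 15 and end 3.13 kb from Sox10. Micall1 went from a mean of 56.6 to 121 CPM and Polr2f from 43.4 ± 9.58 to 77.7 ± 3.31 CPM. The gene 1700088E04Rik overlaps exons of Micall1 and Polr2f on the opposite strand, and its log2 fold change was 0.85 (SE 0.210) with an edgeR adjusted p of 0.117, or 0.0246 without control 2. Sox10 itself (chromosome 15, 79154908 to 79165240) had a log2 fold change of 0.14 (SE 0.0926), and Pick1, on its other side, one of -0.17 (SE 0.109), with adjusted p of 0.644 and 0.643; exons of Pick1 overlap those of another gene. The count near Sox10 was 3 or 4 in all fits with 1 library left out. Widening the distance to 2 Mb added 1 call near Esrrg, Prox1os, whose exons overlap those of Prox1, with a log2 fold change of -1.55 and a call that was lost in 8 of the 10 fits with 1 library left out, up to an adjusted p of 0.117 without cKO 2.

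**Figure D4:**
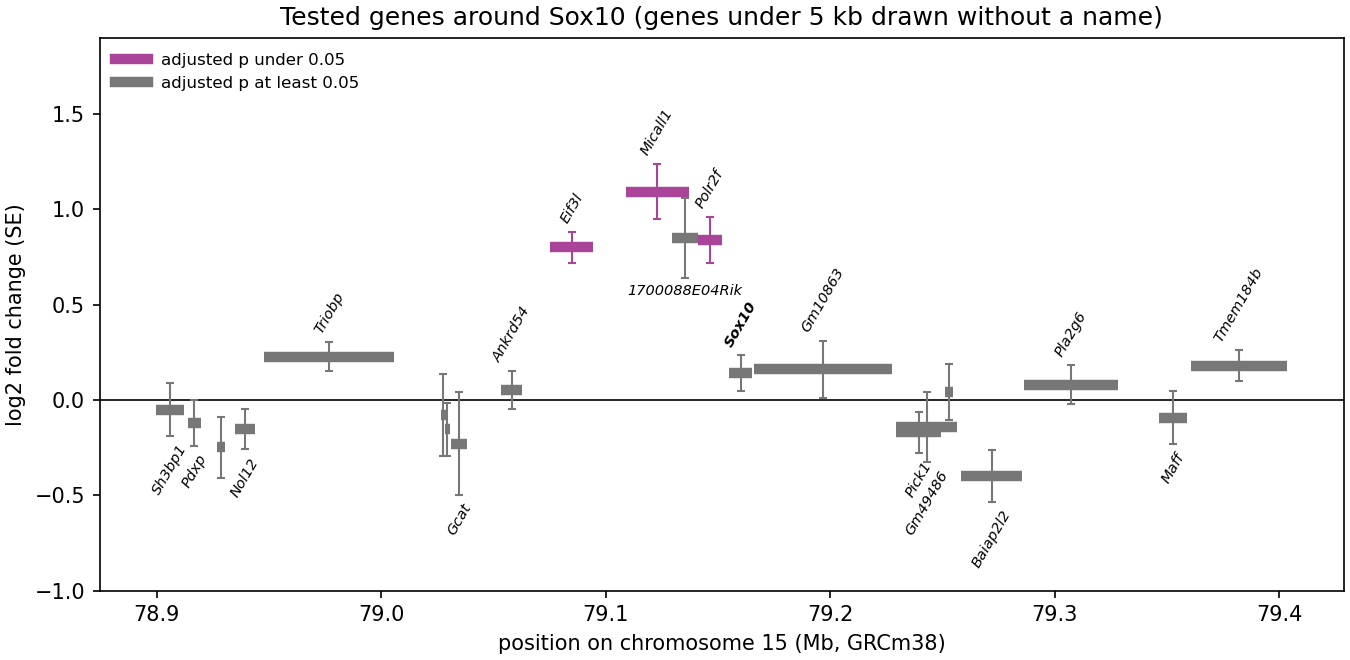
Log2 fold change with its SE (vertical axis) of tested genes against their position on chromosome 15 in Mb (GRCm38), up to 250 kb from Sox10; bars span each gene. Eif3l, Micall1 and Polr2f stand between 0.80 and 1.09, next to Sox10 at 0.14 and Pick1 at -0.17.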

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

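Each test of an explanation in this part was chosen after control 2 had been seen to stand apart, and with its result seen. Each of 63 measures was examined in both groups of 5 libraries for a library apart from the other 4 by Dixon's test, where chance gives about 5% of groups, or 6.3 of 126. There were 16 such cases, and 10 of them fell on control 2; measures that rest on the same library are not independent. The measures include genes chosen, and in part exchanged for others, after their values were seen, so these totals depend on that choice: without these genes there were 12 cases in 96 groups, where chance gives 4.8, and 7 of them fell on control 2.

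Control 2 stood apart on the first principal component, at -29.0 against -4.11 to 5.70 in the other controls. Its CPM was high for Ppp1r14c (42.6, others 34.8 to 36.1), Polr2f (60.05, others at most 41.96), Pick1 (26.3, others 18.8 to 20.2), Pvalb (132, others 68.2 to 81.0) and Prox1os (1.97, others 0.956 to 1.25), and low for Micall1 (33.3, others 62.2 to 62.7). Its mean log2 CPM was high for the macrophage list (4.42, others at most 4.104), the oxidative phosphorylation list (6.94, others 6.24 to 6.39) and the list of the citric acid cycle and fatty acid oxidation (6.13, others 5.92 to 5.98). Depth is argued against, since the total of 36.6 M counts lies within the 34.5 to 41.8 M of the other controls. So is a dominance of a few genes, since the 10 largest genes took 5.24% of its counts where the other 9 libraries have 4.91% to 5.63%. Its deviations from the group mean did fall with gene length, with a correlation across genes of -0.349 against -0.164 to 0.168 in the other libraries. That trend does not account for all of it, since control 2 still stood apart with the trend in GC content and length removed. Its gap on the first component was then 0.726 of the range of the controls, against 0.717 before, so it was not reduced. Both values lie slightly above the critical value of 0.71. The component was computed anew, so the 2 axes need not be the same. RNA quality and cell composition remain open and were not tested for this library. As the controls share a genotype label, the design gives no biological explanation to test. Without control 2, 178 lower and 19 higher genes were called, 106 of them among the 111.

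The other 6 cases are about as many as chance alone gives over all groups, and no explanation was tested for them. They were the TMM factor of cKO 2 (0.971, others 0.996 to 1.01), Tfrc in cKO 2 (47.9 CPM, others 58.7 to 60.8), the first component of cKO 5 (17.9, others -0.690 to 1.77), Hrk in cKO 1 (22 CPM, others 11.2 to 14.2), the marginal cell list in cKO 1 (mean log2 CPM 5.21, others 5.33 to 5.37) and the list of periotic mesenchyme in control 1 (8.31, others 8.46 to 8.52).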

How the results depend on the processing

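The offset for GC content and length, alone or with the replicate block, and the fits near Esrrg and Sox10 with 1 library left out were chosen after the data were seen. With DESeq2 size factors, upper-quartile factors, no filter, the 1 CPM filter, no robust estimation and both FPKM pseudocounts, 76 to 124 lower and 11 to 19 higher genes were called. DESeq2 called 238 and 50, limma-voom 290 and 50, 1 surrogate variable 208 and 59, and the offset 164 and 25. These included 111, 110, 108 and 109 of the 111 calls, and the cause of the added ones was not tested. By construction, an adjusted p under 0.1 gave 24 higher genes, one under 0.01 gave 41 lower and 7 higher, and a change of at least 1 left 37 and 8. With 1 library left out there were 44 to 178 lower and 8 to 19 higher genes. Fewer libraries can lower the number of calls, while the cause of the rise to 178 without control 2 was not tested.

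Esrrg was higher under every alternative. Its log2 fold change was 0.54 to 0.70 with 1 library left out, and 0.57 on log2(FPKM + 1), where its adjusted p was 0.0519, for a cause not tested; over all its alternatives this p ran from 0.00027 to 0.0992. The share of distance was 15.5% to 19.4% with 1 library left out, with a permutation p over 0.05 without cKO 1 (0.0873), cKO 2 (0.0952), cKO 4 (0.0635) or cKO 5 (0.119), for a cause not tested. In place of the 9 lists called by camera, fry called 1 and camera with an estimated correlation 1, for a cause not tested. With 1 library left out camera called 9 to 12. A distance of 2 Mb gave 1 call near Esrrg, by construction.

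Whether replicate numbers pair the libraries stays open. Same-numbered libraries of the 2 genotypes correlated at 0.0211 to 0.179 in their deviations, over 0.1 in 2 of 5. Libraries with different numbers correlated at -0.289 to 0.171, so a weak pairing is not ruled out. With the replicate block, 83 lower and 18 higher genes were called, 81 of them among the 111, the log2 fold change of Esrrg was 0.61 (adjusted p 0.0562), and 12 lists were called; with the offset in addition, 161 lower and 29 higher genes were. Only 16 splits keep the blocks, so the smallest permutation p for distance is 0.0625 there.

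Directions turned in results that were not called with all 10 libraries, for causes not tested. Esrra was at 0.04 (0.038) with limma-voom. For lists the direction is that of the test, which near 0 can differ from the sign of the median. The medians were -0.016 for skeletal muscle at 1 CPM, -0.011 with fry and 0.017 with the offset; 0.025 for immediate early genes with the replicate block and 0.014 with fry; and 0.075 for the mitochondrial genome with the offset. With 1 library left out, medians ran from -0.11 to 0.012 for skeletal muscle, -0.0072 to 0.089 for immediate early genes, -0.14 to 0.026 for hair cells (called only without control 5) and -0.032 to 0.082 for estrogen receptors.

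Of 216 results for genes named by the rule other than Esrrg, under other settings, 2 lost their call, both for Fabp3, and of 180 with 1 library left out, 8 did. For genes named after their values were seen, 7 of 179 lost and 5 gained a call, and 30 of 150 lost and 1 gained one with 1 library left out. For single lists, 16 of 147 lost and 8 gained a call, and 5 of 210 lost and 19 gained one with 1 library left out. Prox1os has no value at 1 CPM, as that filter removes it. Depth limits the genes with few counts: without a filter 32869 genes were tested, and DESeq2 gave 13395 genes no adjusted p.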

Other observations

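The tests in this part were chosen, or their expectations written down, only after their results had been seen, except for the thinned counts and the other splits for the oligodendrocyte list; counting calls on other splits and near Sox10 had been planned before the data were examined.

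Of the 126 splits of the 10 libraries into 5 and 5, 100 were drawn, the real one included. Only 1 split, the real one, gave as many called genes; 1 gave as many calls in its larger direction and 1 as many in its smaller direction. The other splits drawn called at most 1 gene, with a median of 0. The gene calls thus go with the genotype labels, whatever these stand for.

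The rise of Esrrg in the libraries labelled cKO runs against the deletion the label names. Scaling is argued against as the source of the difference, since without any scaling the log2 ratio of the mean counts was 0.58, and the lowest count in the libraries labelled cKO was 2768 against a highest control count of 2414. A change in the RNA content of the tissue was not tested. Single mislabelled libraries are argued against as well: over 35 regroupings that moved 1 library or exchanged 1 pair, the highest number of calls was 30, against 111 with the labels as given. A larger share of a cell type was examined in 2 ways. With the marginal cell score as a covariate, tried first, Esrrg had a log2 fold change of 0.62 (SE 0.140) but an edgeR adjusted p of 0.123, so it was no longer called. The second way, chosen after that, asked whether any of 13 cell type lists rose as much as Esrrg; the highest median was 0.17, for the marginal cells, which argues against a larger share of the cell types on these lists. An exchange of all genotype labels cannot be told apart from a true rise, since whether the Sox10-Cre transgene carries genes flanking Sox10 is not in the labels. The 64 tested genes within 1 Mb had a median of -0.024, with 29 higher and 35 lower. That median cannot decide it, as a short run of genes would hardly move it. Of the 4 calls there, Pvalb was lower. Eif3l, Micall1 and Polr2f, which end 3.13 kb from Sox10, were higher, at 0.80, 1.09 and 0.84. These 3 genes go against an exchange only if the transgene carries them, which is not known here. What also stays open, as untested, is a deleted allele that still gives counted transcript at a higher level, or a change in cell types without a list. Exon-level reads would be needed, and were not analysed here.

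The run of higher genes that ends beside Sox10 may come from extra copies carried by a Sox10-Cre transgene. Called higher genes were more frequent within 1 Mb of Sox10 than among all tested genes (one-sided Fisher's exact test, p = 1.21e-05), and 12 genes there had an unadjusted p under 0.05, as many as in 1 of the 100 splits, the real one, though another split gave 11. These tests show the clustering and not its source. Reads shared with an overlapping gene do not account for Eif3l, which overlaps no exon of another gene and had a log2 fold change of 0.80. Sequence variants along a linked segment of several Mb cannot be told apart from extra copies: of 217 genes 1 to 10 Mb away, 10.1% had an unadjusted p under 0.05 (95% interval 6.46% to 14.9%) against 9.65% of all tested genes, and 3 of them, all lower, were called, 1.38% against 0.619% of all (one-sided p of 0.151), which leaves a modest excess open. A response of these genes to Esrrg stays open, as untested, and libraries with Sox10-Cre and intact Esrrg, not analysed here, would be needed to part it from the transgene.

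Several of the lower genes are known from neurons, and fewer neurons might lower them. With the mean of the 20 uncalled genes of the spiral ganglion neuron list as a covariate, the lower genes had a median log2 fold change of -0.84 against -0.90 without it, and 53 of the 98 were still called; the 20 genes themselves had a median of -0.20. The rest of the 98 lower genes were no longer called. As the 20 genes were picked for not being called, the choice favours a small genotype difference in the covariate. The fit therefore cannot tell how much of the fall a lower share of these neurons explains. GC content and length are argued against, since 109 of the 111 calls were still made with the offset. So is depth, since 110 were still made after every library was thinned to 33.5 M counts. A change within some neurons, a loss of a subtype and a direct effect of Esrrg stay open, as untested. Less central nervous tissue kept at dissection was not tested for the lower genes as a set. Per the labels, only the libraries labelled cKO carry Sox10-Cre. An effect of Cre or of its transgene therefore cannot be told apart from one of Esrrg.

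The brain list fell apart from other splits: 1 of the 100, the real one, gave a camera p as small. A list of 15 genes of the oligodendrocyte lineage, written after Olig1 and Olig2 had been seen, had 12 tested genes, of which 11 were lower and 0 called, with 6 at an unadjusted p under 0.05 and a median of -0.29. Its fry p was 0.00707, or 0.0141 adjusted over the 2 lists written in this way, and 1 of the 100 splits gave a p as small. Fewer cells of that lineage would be consistent with this. The cochlea had at least 1 CPM of 11 of the 12 genes, Sirt2 being the most abundant at 105 CPM in controls, and several are also made by Schwann cells, whose list fell too. A list of astrocyte genes, 3 of which had been seen before, had a median of 0.052 with 6 of 14 lower and a fry p of 0.329. Of its members 0 were called and 3 had an unadjusted p under 0.05. All 14 had at least 1 CPM and Clu had 1773 CPM in controls, a baseline that would hide a small share of astrocytes. As neither of these 2 lists has a called member, both leave out every called gene. This covers more than Olig1, Olig2, Aqp4 and Cbln1, the called members of the brain list. Neither list can therefore show a fall that is carried by called genes, whatever cells these are known from. Fewer astrocytes, and less central nervous tissue kept at dissection, cannot be told apart from a change in the cochlea itself: the 8 uncalled members of the brain list had a median of 0.080, with 3 lower and 5 higher, and Zic2, Slc1a2 and Slc1a3 had 227, 106 and 102 CPM in controls.

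For the other list calls by camera, other splits of the libraries did as well to a varying degree: 22 of the 100 splits, the real one included, called as many lists. A camera p as small was found in 24 splits for oxidative phosphorylation, 8 for spiral ganglion neurons, 6 for Schwann cells and satellite glia, 42 for proliferation, 29 for erythroid genes, 21 for melanocytes, 34 for marginal cells and 28 for potassium transport. For the 6 lists with 21 splits or more, differences among animals unrelated to the labels thus give a camera p as small; for the lists of Schwann cells and spiral ganglion neurons few splits did, though more than 5 of 100. The genes of oxidative phosphorylation are short, with a median of 1778.5 bp against 3966 bp for all tested genes. With the offset for GC content and length their median was -0.19, against -0.28 without it, and the camera adjusted p was 6.06e-17. Without control 2, whose deviations fell with gene length, the median was -0.14. The camera p with the offset cannot show a fall beyond differences among animals, as 24 of the 100 splits gave one as small without the offset. A part of the fall thus remained with the trend removed, but whether that part goes with genotype stays open.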
